# Fenton Reaction Induced Cancer in Wild Type Rats Recapitulates Genomic Alterations Observed in Human Cancer

**DOI:** 10.1371/journal.pone.0043403

**Published:** 2012-08-29

**Authors:** Shinya Akatsuka, Yoriko Yamashita, Hiroki Ohara, Yu-Ting Liu, Masashi Izumiya, Koichiro Abe, Masako Ochiai, Li Jiang, Hirotaka Nagai, Yasumasa Okazaki, Hideki Murakami, Yoshitaka Sekido, Eri Arai, Yae Kanai, Okio Hino, Takashi Takahashi, Hitoshi Nakagama, Shinya Toyokuni

## Abstract

Iron overload has been associated with carcinogenesis in humans. Intraperitoneal administration of ferric nitrilotriacetate initiates a Fenton reaction in renal proximal tubules of rodents that ultimately leads to a high incidence of renal cell carcinoma (RCC) after repeated treatments. We performed high-resolution microarray comparative genomic hybridization to identify characteristics in the genomic profiles of this oxidative stress-induced rat RCCs. The results revealed extensive large-scale genomic alterations with a preference for deletions. Deletions and amplifications were numerous and sometimes fragmented, demonstrating that a Fenton reaction is a cause of such genomic alterations *in vivo*. Frequency plotting indicated that two of the most commonly altered loci corresponded to a *Cdkn2a*/*2b* deletion and a *Met* amplification. Tumor sizes were proportionally associated with *Met* expression and/or amplification, and clustering analysis confirmed our results. Furthermore, we developed a procedure to compare whole genomic patterns of the copy number alterations among different species based on chromosomal syntenic relationship. Patterns of the rat RCCs showed the strongest similarity to the human RCCs among five types of human cancers, followed by human malignant mesothelioma, an iron overload-associated cancer. Therefore, an iron-dependent Fenton chemical reaction causes large-scale genomic alterations during carcinogenesis, which may result in distinct genomic profiles. Based on the characteristics of extensive genome alterations in human cancer, our results suggest that this chemical reaction may play a major role during human carcinogenesis.

## Introduction

Cancer is a disease of accumulated genomic alterations, presumably caused by a systematic process during cellular injury and repair. Causative agents for carcinogenesis are numerous including γ-radiation, ultraviolet radiation, inflammation, chemicals and iron overload [1]. Genomic data of a variety of human cancers is currently analyzed either with array-based comparative genomic hybridization (CGH) [2] or next-generation sequencing [3], [4]. These projects are performed to find causative gene mutations that will lead to identifying novel chemicals or antibodies directed for the interactions of responsible signaling molecules. These efforts are expected to result in developments of effective drugs. However, cancer prevention in daily life is as important as its therapy.

In the present study, we sought to resolve roles of iron-mediated oxidative stress during carcinogenesis using array-based CGH. Oxidative stress is constitutively caused by the metabolism of molecular oxygen [5], but is mainly regulated by various antioxidant systems. However, in a variety of pathological conditions, oxidative stress loads exceed the antioxidant capacity [6]. Iron is the most abundant heavy metal in mammals, such as rodents and humans. Whereas iron is essential for oxygen transport as a component of hemoglobin, excess iron has been associated with carcinogenesis [7], [8], presumably through a Fenton reaction [9]. Ionic forms of iron are barely soluble at a neutral pH, but ferric nitrilotriacetate (Fe-NTA), an iron chelate, is soluble at pH 7.4 and is an efficient catalytic agent for the Fenton reaction [10]. In the 1980s, our group established that repeated intraperitoneal administrations of Fe-NTA induce a high incidence of renal cell carcinoma (RCC) in rodents [11], [12]. Later, we showed that the renal injury occurs through a Fenton reaction with a variety of hydroxyl radical-mediated chemical products, such as 8-hydroxy-2′-deoxyguanosine [13], [14] and 4-hydroxy-nonenal [15], [16]. It is established that an iron overload in many pathological conditions is associated with the presence of catalytic iron [17], [18].

Accordingly, by evaluating whole genome of RCCs, we could find a general principle for the genomic alterations under oxidatively-stressed conditions. We reported a *Cdkn2a/2b* deletion using microsatellite analysis in this model [19]. In this study, we evaluated the whole genome of Fe-NTA-induced rat RCCs and their cell lines using array-based CGHs. Furthermore, we transformed the data into a human genome through chromosomal syntenic relationship and analyzed the association.

## Results

### Genome-wide Views of DNA Copy Number Alterations in Fe-NTA-induced Rat RCCs

Fifteen rat RCC DNA samples, which included 13 primary tumor samples and 2 cell line samples, were hybridized on Agilent oligonucleotide microarrays for CGH with 181,978 genomic loci (GEO accession: GSE36101). 

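In array-based CGH, tumor DNA and reference DNA carry 2 different dyes (Cy3 and Cy5) and compete for the same probes, so that the ratio of the dyes at a probe follows the ratio of the copy numbers. The values analysed here came from 13 Fe-NTA-induced RCC tumors, 2 cell lines established from such RCCs and 1 RCC of an Eker rat, with 1 array per sample and no technical replicate. Ferric nitrilotriacetate (Fe-NTA) is an iron chelate that drives the Fenton reaction in the renal proximal tubules. Eker rats carry a hereditary predisposition to RCC. The reference was normal kidney of a male Brown-Norway rat for the 15 Fe-NTA arrays and of a male Eker rat for the Eker tumor. The tumors arose in F1 hybrids between Brown-Norway and another inbred strain and the cell lines in Wistar rats, so a low ratio can also come from a strain difference at a probe.
The authors deposited 1 log10 ratio per array feature, made with Agilent Feature Extraction 9.5 according to the submitters' processing notes, before segmentation and copy number estimation. Of 184333 features, 2239 with a value of exactly 0 in at least 6 arrays were left out and 182094 were kept. Ratios were turned into log2 and centred on the median of each array; a mean linear ratio of 1 had been planned, and the median was taken after both had been seen. The files used here do not pair features with genes or chromosomal positions, so segments, whole-number copy numbers and named loci were not derived, and each probe was called by itself: lost below -0.25, gained above 0.25, amplified above 0.6 and deeply low below -1.1.
On the Eker array, where a female tumor was compared with a male reference, 9281 probes formed a second mode at a median of 0.25 on the log10 scale, a ratio of 1.79. This sets the log base and the direction of that array. These probes are called X-linked here, from their values and not from an annotation. Their spread on each array served as its noise, with an SD (from the median absolute deviation) of 0.15 to 0.52 on the log2 scale over the tumors (median 0.19). The tumor was labelled with Cy3 on RCC 1 and RCC 4 and with Cy5 on the other arrays. Probes that lay below -0.2 in at least 11 of the 13 Cy5 arrays with the Brown-Norway reference, and within 0.3 of 0 on the Eker array, lay below 0 for 62.5% on RCC 1 and 82.7% on RCC 4, so the values of both were taken as tumor over reference already and were not turned. That cutoff was kept, as the one with the most probes (1681), from 9 looked at after the values were seen, and a first, stricter set had held no probe. Over the 9 cutoffs the share below 0 was 78.2% to 100% on RCC 4 but 0% to 80% on RCC 1, where 2 cutoffs with 1 and 10 probes gave no majority. The direction of RCC 1 is therefore only weakly settled. Outside the X-linked probes the rank correlation with the Eker array was -0.15 for RCC 1 and -0.22 for RCC 4, against 0.07 to 0.34 for the 11 tumors in Cy5. The Eker array showed almost no copy number change there, so its pattern may come from the dyes. A pattern of the dyes alone would give this opposite sign on values that are tumor over reference already. A pattern of tumor against normal DNA would give it on values of reference over tumor. These were not told apart, so the sign goes with the direction taken only in the first case and does not settle it.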

Comparing different array-based CGH profiles in a quantitative manner is difficult. A shift in the mean copy number is caused by polyploidy and the contamination of normal cells. Therefore, we have developed a statistical method that considers these factors to estimate the chromosomal copy number (**Methods S1**). In this paper, array-based CGH profile data analyses are based on the estimated copy numbers using this method.

Array-based CGH profiling revealed that genomes of the Fe-NTA-induced rat RCCs are often complex and have many extensive chromosomal alterations (**Figs. 1A and S** **1**). 

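The log2 ratios of the Fe-NTA-induced RCCs spread more than array noise alone. In the 13 tumors 46.3% ± 12.5 (SD, n = 13) of the probes lay beyond ±0.25, from 30.4% in RCC 12 to 66.4% in RCC 6. The spread of all probes (SD from the median absolute deviation) was 1.51 ± 0.35 (SD, n = 13) times that of the X-linked probes of the same array and exceeded it in every tumor, from 1.11 times in RCC 6 to 2.34 times in RCC 7. RCC 7 and RCC 13 showed a separate low mode below the main one, as copy number loss over a large part of the genome gives, and so did RCC 1 and RCC 4 in the direction deposited; turned, theirs would be high modes. After the noise of each array was removed from its distribution, a step chosen after seeing the data, 27.4% of the probes were altered on average, from 9.54% in RCC 8 to 66.1% in RCC 10. The high end depends on levels close to the threshold: at ±0.377 the mean was 21.0%, RCC 10 had 28.7% and RCC 7 was highest with 40.4%. The 2 cell lines had 62.6% and 54.7% of their probes beyond the thresholds, 12.4 percentage points more than the tumors on average (exact permutation test over 105 groupings, two-sided p = 0.276). Among only the arrays deposited in the numerical format of the cell lines, the difference was 17.7 points (exact permutation p = 0.0833). The cell lines came from Wistar rats and the tumors from F1 hybrids. Strain and the share of normal cells were not separated from the kind of sample. With the noise removed, the mean was 52.9% in the cell lines at ±0.25 (two-sided exact permutation p = 0.0381), but at ±0.377 the cell lines had 35.7% and 14.5%, a mean difference of 4.06 points from the tumors (p = 0.629), so a difference is not settled. A share at fixed thresholds includes noise: X-linked probes taken around their own median were called lost for 5.16% to 31.9% in the tumors.

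**Figure D1:**
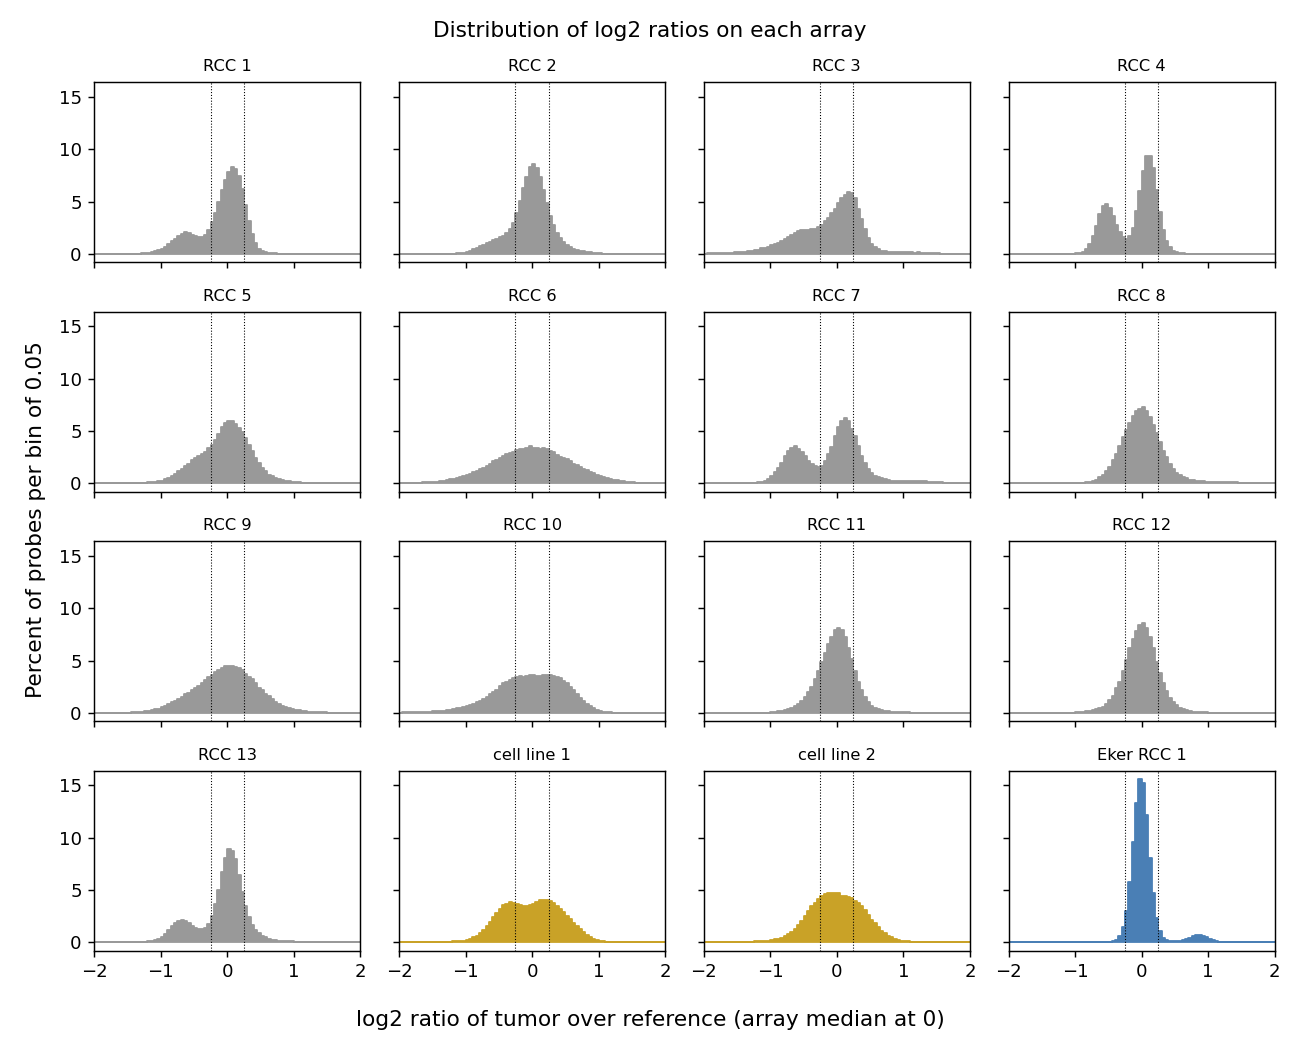
Each panel shows the percent of probes (y axis) per bin of 0.05 of the log2 ratio of tumor over reference (x axis), with the array median at 0, for the 13 tumors (gray), the 2 cell lines (yellow) and the Eker tumor (blue). Dotted lines mark -0.25 and 0.25, and the small right-hand mode of the Eker tumor holds the X-linked probes.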

A whole genome frequency analysis with 15 samples identified recurrent regions of a copy number aberration in the Fe-NTA-induced RCCs (**Fig. 1B**). 

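Amplified calls fell on the same probes in different RCCs, and deep low calls did so less clearly. Across the 15 arrays, 901 probes were amplified in at least 8 arrays and 81 in at least 11, while 258 probes were deeply low in at least 5. When the calls of each array were shuffled over its probes 100 times, at most 1 probe was amplified in at least 8 arrays and 1 was deeply low in at least 5. Of the X-linked probes 0.0323% were amplified in at least 8 arrays, against 0.520% of the others. For deep low calls in at least 5 arrays the shares were 0.108% and 0.144%, about the same, so this control does not tell recurrent deep low calls from other sources. Neighbouring probes share 1 copy number and are not independent, which the shuffling does not keep.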

Copy number aberrations were determined based on the distribution of the log2 ratio values that were recalculated with the estimated copy number for a set of 13 primary tumors and 2 cell lines (**Fig. S2**). In this distribution, the thresholds that represented gain and loss were chosen at ±0.377. A threshold representing amplification was chosen at +0.811 whereas a homozygous deletion (complete loss) was assigned to the position at which the copy number was estimated as 0. 

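At the thresholds given in the paper, applied to single centred probes in place of estimated copy numbers, 19.6% ± 7.94 (SD, n = 13) of the probes of a tumor lay on the loss side of ±0.377 and 11.2% ± 7.33 on the gain side. With RCC 1 and RCC 4 turned the means were 16.2% and 14.6%, a difference of 1.56 points (permutation p = 0.671). Above 0.811 lay 2.30% ± 2.09 (SD, n = 13), with the highest share, 8.07%, in RCC 6. RCC 6 was also the array with the highest noise, so that its share is an upper limit. The share of RCC 4 was 0.0703% as deposited and would be 1.01% turned, so the mean depends on the direction as well. The 2 cell lines had 2.37% and 2.68% of their probes above 0.811. Probes below -1.1 made up 0.0939% in RCC 11 to 3.70% in RCC 3; turned, RCC 4 would be lowest with 0.0253%. A copy number of 0 could not be assigned to single probes, since it depends on the ploidy and on the share of normal cells.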

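Probes lost outnumbered probes gained in 11 of the 13 tumors with the direction of RCC 1 and RCC 4 as deposited, and in 9 of 13 with both turned. On average 26.4% ± 6.99 (SD, n = 13) of the probes were lost and 19.8% ± 7.66 were gained, a difference of 6.56 percentage points (SD 7.62, permutation test of the sign of each tumor's difference, two-sided p = 0.00146). The excess of loss was largest in RCC 4, with 34.2% lost and 9.09% gained, followed by RCC 7 with 35.4% and 21.2%; turned, RCC 4 would have the lowest difference, -25.1 points. RCC 6 (33.1% lost, 33.2% gained) and RCC 8 (18.6% and 19.0%) were the 2 tumors without an excess. With the array noise removed, 19.6% of the probes were lost and 7.79% gained on average, and loss exceeded gain in 10 of 13 tumors; with RCC 1 and RCC 4 turned the mean difference was 3.32 points (permutation p = 0.484), with an excess in 8 of 13.
The deposited values were written in 3 numerical formats, treated here as processing batches: the mean difference was 18.9 points in RCC 1 and RCC 4, 3.62 points in RCC 3, RCC 5, RCC 6 and RCC 10, and 4.72 points in the other 7 tumors. Turning the sign of RCC 1 and RCC 4 lowered the mean difference to 0.742 points (permutation p = 0.796), whereas leaving both out gave 4.32 points (permutation p = 0.00586). These permutation tests treated the tumors as independent and did not allow for the formats. The format of RCC 1 and RCC 4 is also that of the tumors labelled with Cy3, so format and dye were not told apart. The size of the difference also depends on the center: it was 3.16 points as deposited, 11.2 with a mean linear ratio of 1 and 15.8 with mode centring. Which chromosomes held the lost probes was not analysed here.

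**Figure D2:**
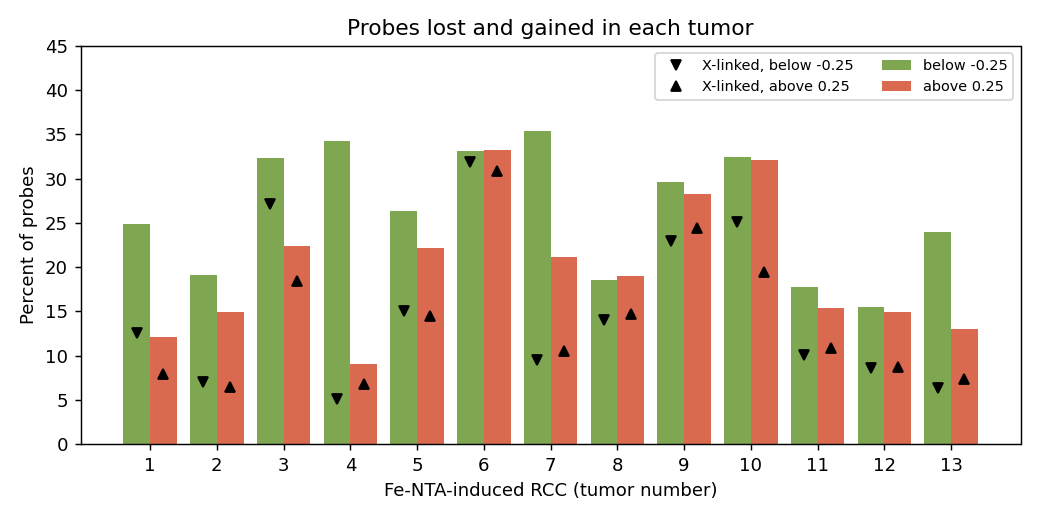
Bars show the percent of probes (y axis) below -0.25 (green) and above 0.25 (red) in each of the 13 tumors (x axis), and triangles show the same shares of the X-linked probes around their own median. In RCC 4 the green bar reaches 34.2% against a red bar of 9.09%, with the triangles at 5.16% and 6.79%.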

The most characteristic global feature uncovered by the frequency analysis was a predisposition to lose an extensively wide region of chromosomes, especially for chromosomes 3, 5, 6, 8, 9, 14, 15, 17 and 20. The second feature was a frequent amplification over a long pericentromeric region in chromosome 4.

**Figure 1:**
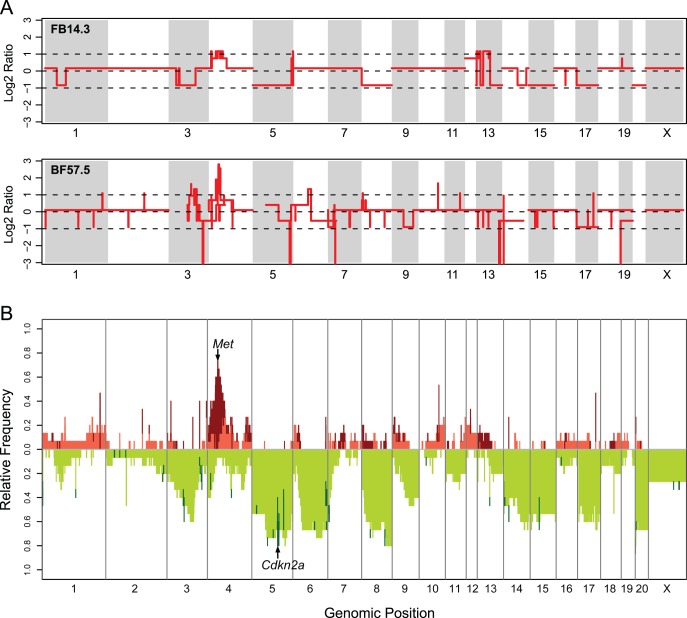
Genome-wide views of DNA copy number alterations in Fe-NTA induced rat renal cell carcinomas (RCCs). (A) Representative array-based CGH profiles from two RCC tumors. The red lines show log2 ratios of the estimated copy number over the inferred cancer ploidy versus the genomic position for all of the CGH microarray probes. (B) Frequency distribution of copy number aberrations across the whole rat genome. The relative frequencies of amplification (dark red), gain (tomato), loss (green yellow) and homozygous deletion (dark green) within 13 RCC tumors and two RCC cell lines are plotted at each genomic position. Two cancer-related loci, *Met* and *Cdkn2a*, which were most frequently affected by copy number aberration are indicated by the arrows.

### Frequent Chromosomal Loss in Rat Chromosome 5 and Homozygous Deletion at the *Cdkn2a/2b* Locus

Chromosome 5 underwent an extensive loss in copy number, not less than that in other chromosomes (e.g., chromosomes 6, 8 and 20) (**Fig. 1B**). As it relates to extensive loss, homozygous deletions were most frequently observed at the *Cdkn2a/2b* locus on chromosome 5 (**Fig. 2A**). This commonly deleted region included two loci (*Cdkn2a* and *Cdkn2b*) for three distinct tumor suppressor genes (*p16* and *p19* in *Cdkn2a*; *p15* in *Cdkn2b*) (**Fig. 2B**). 

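Deep low ratios recurred in sets of probes that fell together. Of 76 probes below -1.5 in at least 5 of the 15 arrays, 68 fell into 6 groups of at least 5 probes with nearly the same profile over the arrays, a grouping made after seeing the data. In one group of 7 probes the median log2 ratio was below -1.1 in 5 arrays, RCC 4 (-2.12), RCC 9, RCC 10 (-1.83), RCC 13 (-2.51) and cell line 1 (-4.78). In 5 further arrays, RCC 1, RCC 2, RCC 5, RCC 8 and cell line 2, it lay between -0.63 and -0.36, and in the other 5 between -0.19 and 0.21. The largest group, of 26 probes, was below -1.1 in 7 tumors and cell line 1, with medians from -1.48 in RCC 4 to -3.62 in cell line 1. With RCC 1 and RCC 4 turned, 5 tumors would be below -1.1 in this group and 3 in the group of 7 probes. On the Eker array the medians of these 2 groups were -0.10 and -0.05. The files used here do not pair these probes with genes, so neither group is assigned to the *Cdkn2a/2b* locus. A strain difference alone would give nearly the same ratio in all 13 tumors, which are F1 hybrids of the same strains. Their medians ran from -3.09 in RCC 7 to 0.28 in RCC 10 over the 26 probes. Over the 7 probes they ran from -2.51 in RCC 13 to 0.21 in RCC 3. The noise SDs of these arrays were 0.16 to 0.33. This argues against a strain difference alone in the tumors. The cell lines are not covered.

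**Figure D3:**
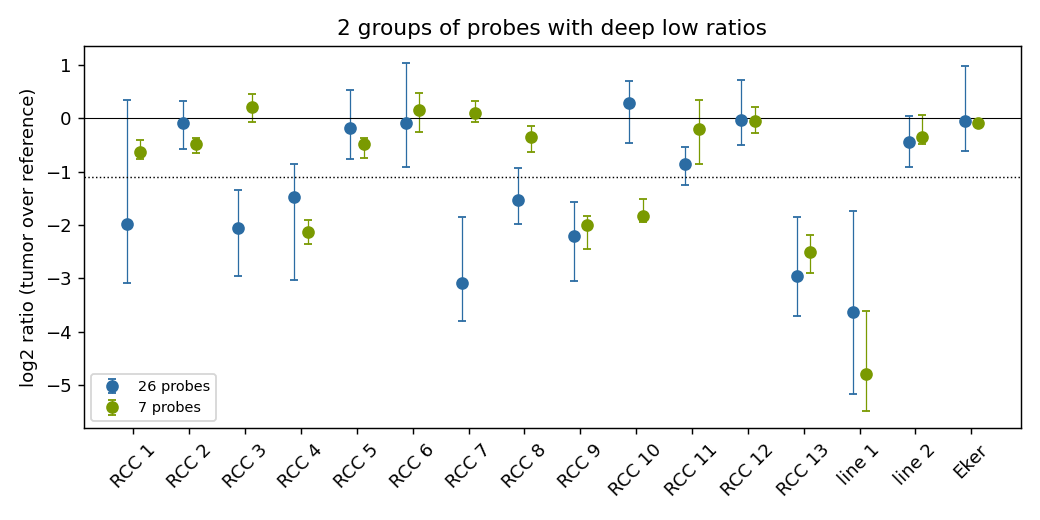
Points show the median log2 ratio of tumor over reference (y axis) of the group of 26 probes (blue) and the group of 7 probes (green) on each array (x axis), with lines from the lowest to the highest probe. The dotted line marks -1.1. Cell line 1 lies lowest in both groups, at -3.62 and -4.78.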

Shutdown of *p16/p19* and *p15* mRNA expression was confirmed in the samples that contained a homozygous deletion at the *Cdkn2a/2b* locus (**Figs. 2C and 2D**). In samples with a hemizygous deletion at the *Cdkn2a* locus (i.e., FB32-4, FB28-7), *p16* and *p19* expressions were downregulated, presumably because the promoter regions of the remaining alleles were methylated. However, some of the samples with either a hemizygous or no deletion (e.g., FB14-3; BF51-1; FB14-6; FB30-5 and FB33-7) showed a marked overexpression of *p16* and *p19*.

**Figure 2:**
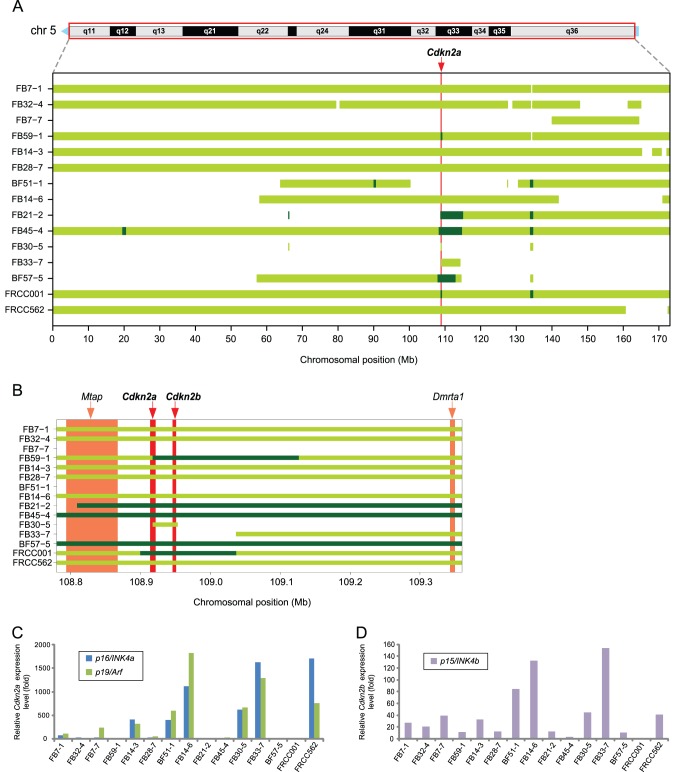
Frequent extensive chromosomal losses in rat chromosome 5, and homozygous deletions at the region including the *Cdkn2a* and *Cdkn2b* loci. (A) The bar chart represents the regions of chromosomal loss (green yellow) and homozygous deletion (dark green) along chromosome 5 for 13 RCC tumors and two RCC cell lines. The vertical red line on the background indicates the position of the *Cdkn2a* locus. (B) Magnified view of the bar chart centered on the *Cdkn2a/2b* loci. The genomic regions of all of the RefSeq genes included in the displayed range of the chromosome are depicted as vertical bars on the background. (C) Expression analysis of *Cdkn2a* (*p16^Ink4a^* and *p19^Arf^*) for 13 RCC tumors and two RCC cell lines, using real-time PCR with specific primer pairs for each different transcript. The values on the *y*-axis indicate relative mRNA expression level compared to an average of those in normal kidneys of three control rats. (D) Expression analysis of *Cdkn2b* (*p15^Ink4b^*) for 13 RCC tumors and two RCC cell lines by real-time PCR. The values on the *y*-axis indicate relative mRNA expression level compared to an average of those in normal kidneys of three control rats.

### Frequent Amplifications Over the Pericentromeric Region of Chromosome 4 and Amplification at the *Met* Locus

Over a long portion of the pericentromeric region in chromosome 4, frequent copy number gain and amplification were observed (**Fig. 1B**). Genomic amplification and gene expression in the corresponding areas of chromosome 4 were mostly proportional (**Fig. S3**). A bar plot of the amplified region along the pericentromeric region in chromosome 4 revealed that *Met* oncogene resides in the most common overlapping genomic section (**Fig. 3A**). The most overlapping section with a length of approximately 222 kb consisted of an amplified region in 11/15 samples and contained only one RefSeq-curated gene (*Met*) (**Fig. 3B**). 

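One set of probes was amplified in most of the RCCs. The most recurrent probes, 26 in number, lay above 0.6 in 12 of the 15 arrays, and a further 55 did so in 11. Over these 81 probes the median log2 ratio was highest in RCC 12 (3.03, a ratio of 8.17), RCC 9 (a ratio of 7.95), RCC 11 (2.71) and cell line 2 (2.70). It was 2.40 in RCC 13, 2.06 in RCC 3, 1.70 in RCC 8, 1.36 in RCC 7, 1.09 in RCC 5, 0.81 and 0.80 in cell line 1 and RCC 10, and 0.74 in RCC 6, where 56 of the 81 probes lay above 0.6. RCC 1 (0.15), RCC 2 (0.12) and RCC 4 (0.09) stayed near 0, as did the Eker tumor (0.04).
To keep an array from choosing its own probes, each array was also scored on the probes amplified in at least 10 of the other 14. Above 0.811 lay at most 0.495% of these probes in RCC 1, RCC 2 and RCC 4, 22.6% in RCC 6 and 30.5% to 97.6% in the other 11 arrays. The median of the chosen probes lay above 0.6 in 10 of the 15 arrays (8 tumors and both cell lines) and above 0.811 in 8 (7 tumors and 1 cell line); in RCC 9 it was 0.26, with 45.8% of the probes above 0.6. Counted by the single most recurrent probe, the number was 12 arrays, of which 10 at most were tumors, a maximum over all probes that is biased upward. RCC 6 was the array with the highest noise, and 4.64% of its X-linked probes lay above 0.811. The files used here do not pair the probes with genes, so their place relative to *Met* was not analysed here. From the overlap of amplified segments over the samples, the paper reasons that *Met*, which encodes a receptor tyrosine kinase, lies in the most common section.

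**Figure D4:**
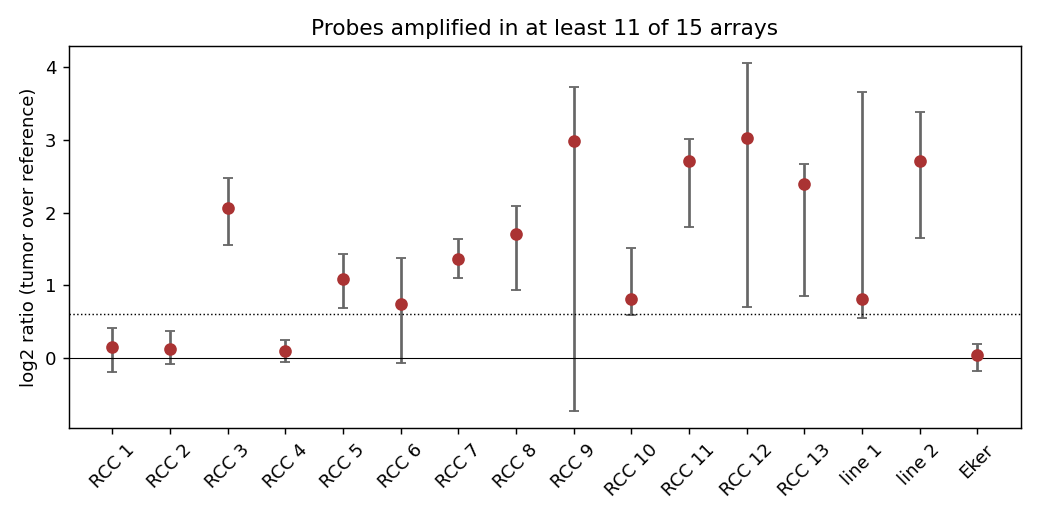
Points show the median log2 ratio of tumor over reference (y axis) of the 81 probes amplified in at least 11 of 15 arrays, on each array (x axis), with lines from the 5th to the 95th percentile of the probes. The dotted line marks 0.6. RCC 1, RCC 2, RCC 4 and the Eker tumor lie near 0, and RCC 12 reaches 3.03.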

A greater than 5-fold increase in *Met* mRNA expression was observed in 6 samples among the 9 tumors that contained a genomic amplification of *Met* (**Fig. 3C**).

**Figure 3:**
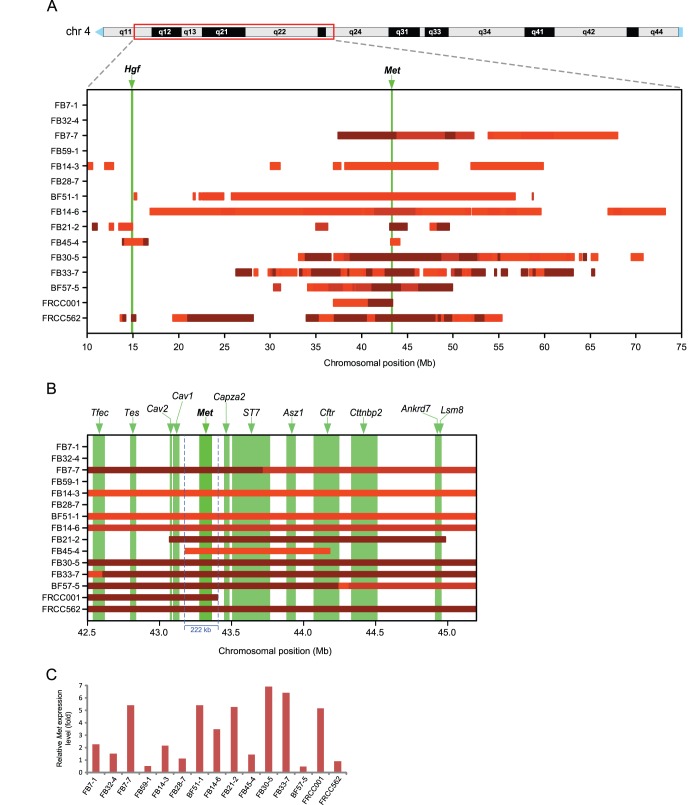
Frequent wide-ranging amplifications over a long pericentromeric region of chromosome 4 with the *Met* oncogene residing in the most overlapping section. (A) The bar chart represents the amplification regions along a 65 Mb pericentrometic region of chromosome 4 for 13 RCC tumors and two RCC cell lines. Four grades of amplification are indicated by bar color gradation; the darker the red, the larger the amplitude. (B) A magnified view of the bar chart above shows the vicinity of the most overlapping region. The genomic regions of all of the RefSeq genes included in the displayed range of the chromosome are depicted as vertical bars in the background. (C) Expression analysis of *Met* for 13 RCC tumors and two RCC cell lines by real-time PCR. The values on the *y*-axis indicate relative mRNA expression level compared to an average of those in normal kidneys of three control rats.

Collectively, regarding chromosomal aberrations at these two cancer-related loci, every examined carcinoma including the two cell lines contained either the *Met* amplification or the *Cdkn2a/2b* deletion (**Table 1** **,** **Figs. 2B** **and** **3B**). Other common genetic alterations are summarized in **Table S1** (20 deleted genes, common in 2–4 RCC tumors) and **Table S2** (340 amplified genes, common in 2–9 RCC tumors). Among those *Zbtb38* amplification was confirmed for overexpression (**Fig. S4**).

**Table 1:** Features of 13 cases of Fe-NTA-induced renal cell carcinomas.

						Copy number aberration at	
Tumor case	Size (mm)	Metastasis	Invasion	Nuclear atypia grade	Growth pattern	*Met* locus	*Cdkn2a/2b* locus
FB7-1	20	None	None	Low	Intermediate	None	Loss
FB32-4	15	Lung	None	Intermediate	Intermediate	None	Loss
FB7-7	60	Lung	None	Intermediate	Expansive	Amplification	None
FB59-1	15	Lung	Peritoneal	Intermediate	Infiltrating	None	HD
FB14-3	15	None	None	High	Expansive	Amplification	Loss
FB28-7	30	None	None	High	Intermediate	None	Loss
BF51-1	28	None	None	High	Intermediate	Amplification	None
FB14-6	30	Lung	Peritoneal	High	Intermediate	Amplification	Loss
FB21-2	40	None	None	High	Infiltrating	Amplification	HD
FB45-4	40	Lung	None	High	Infiltrating	Amplification	HD
FB30-5	60	Lung	Peritoneal	High	Infiltrating	Amplification	Loss
FB33-7	70	Lung	Peritoneal	High	Infiltrating	Amplification	None
BF57-5	25	Lung	Peritoneal	High	Infiltrating	Amplification	HD

Fe-NTA: ferric nitrilotriacetate; HD: homozygous deletion.

### Tumor Size of Fe-NTA-induced RCCs is Regulated by Genetic Features

We examined the associations between genetic alterations and various RCC traits including those summarized in **Table 1**. Among all of the relationships examined, *Met* expression and tumor size were proportionally associated (**Fig. 4A**). Furthermore, a hierarchical clustering of tumors based on whole patterns of chromosomal changes revealed that a group of large tumors (i.e., FB7-7, FB30-5 and FB33-7) corresponded to a distinct cluster (**Fig. 4B**). Therefore, a tumor trait, size at the time the tumor was clinically overt, was associated with the entire array-based CGH profiles.

**Figure 4:**
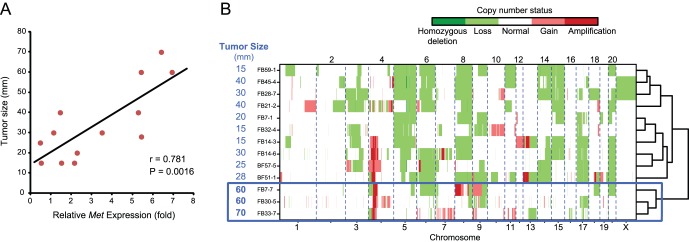
Tumor sizes of Fe-NTA induced RCCs are controlled by the genetic features. (A) *Met* expression is significantly correlated with tumor size. Pearson’s correlation coefficient (r) and the corresponding P value are written on the plot area. (B) Hierarchical clustering of the RCC tumors based on the whole genome patterns of the copy number changes. The large-size tumors form a distinct cluster.

### Comparison of Copy Number Alteration Profiles in Cancer Genomes Between Rats and Humans

To determine the general principle of large-scale genomic changes in cancer across mammalian species, we compared cancer genomes of rats and humans as a whole spectrum of chromosomal alterations. First, we transformed the rat array-based CGH profiles onto human chromosomes according to a synteny between the two species. Thereafter, we compared the whole patterns based on estimated copy numbers using multidimensional data analysis methods. We found that Fe-NTA-induced rat RCC was most similar to human RCCs, followed by human malignant mesothelioma (**Figs. 5A and 5B**).

**Figure 5:**
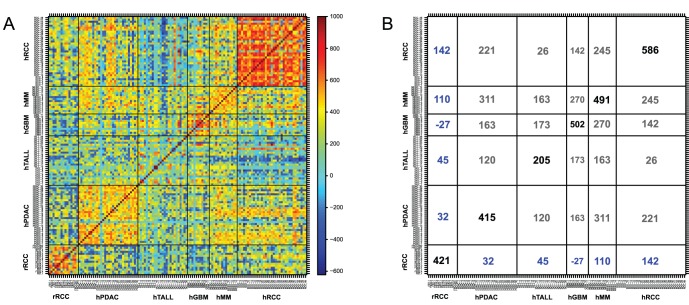
Comparison of copy number alteration profiles in cancer genomes between Fe-NTA-induced rat RCCs and human tumors. (A) The color plot represents a similarity matrix across the rat RCCs and various human cancers. rRCC, rat renal cell carcinoma; hPDAC, human pancreatic ductal adenocarcinoma; hTALL, human T-cell acute lymphoblastic leukemia; hGBM, human glioblastoma multiforme; hRCC, human renal cell carcinoma. (B) Numerical summary of the similarity matrix. The number in each square indicates an average value of similarity index (defined between −1000 and 1,000). Refer to the Materials and Methods section for details.

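Most pairs of the 15 Fe-NTA arrays were weakly and positively correlated. Over the 105 pairs of tumors and cell lines the similarity index, computed from the correlation of the centred log2 ratios of 182094 rat probes, averaged 423 (SD 209) and ranged from -300.4 to 795, with 4 pairs below 0, and averaged 253 with RCC 1 and RCC 4 turned; the mean correlation behind it was 0.22. Part of this arises without shared tumor changes: the mean index was 180 on the X-linked probes alone. Between the Eker tumor, which had another reference and almost no copy number change, and the 15 arrays it was 298 outside the X-linked probes. That mean takes in RCC 1 and RCC 4, whose rank correlations with the Eker array were negative (-0.15 and -0.22). In the 11 tumors in Cy5 the rank correlation averaged 0.21, against the mean correlation of 0.22 over the 105 pairs, which was not by rank. How much of the similarity comes from shared tumor changes was therefore not settled. The 2 cell lines had an index of 582 with each other, and the 78 pairs of tumors averaged 399. Pairs of arrays whose values were deposited in the same numerical format averaged 527 (43 pairs) and the others 351 (62 pairs). RCC 1 and RCC 4, alone in their format, were also the only arrays with the tumor in Cy3, so format and dye were not told apart for them. Probe ratios on rat arrays were used in place of estimated copy numbers mapped to human positions, and the human tumors were not used here. Pairs share arrays and are not independent, and the mean index was not tested.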

## Discussion

In this study, we report for the first time analyses of the entire data from array-based CGH applied to a Fenton chemistry-induced carcinogenesis in a rat kidney model [20]. We found that oxidative stress causes extensive genomic alterations in the induced cancer genome at chromosomal level (**Fig. 1A**). It is well known that a majority of human malignant solid tumors possess gains or losses in numerous chromosomes [21], [22], and amplification can be a suitable target for cancer chemotherapy. During the carcinogenic process of such tumors, chromosomal instability is thought to contribute as a driving factor [23]. Among wild-type rodent carcinogenesis models, however, few models report using primary tumor samples extensive genetic alterations because of chromosomal instability [24], [25]. Radiation-induced murine malignant lymphoma [26] and murine lung adenocarcinoma induced by 4-(methylnitrosamino)-1-(3-pyridyl)-1-butanone, a carcinogen present in tobacco smoke [27], revealed slightly more gross chromosomal aberrations than the corresponding spontaneous tumors, albeit the low resolution in the report (bacterial artificial chromosome [BAC] array of ∼6,500). The facts that control rats exhibit no RCCs [11], [12] and Fe-NTA-induced rat RCC model exhibits an equivalence to human cancers in genomic alterations at chromosomal level strongly support the idea that this carcinogenesis model mimics an actual carcinogenic process in those humans who lack strong cancer susceptibility traits.

Conversely, mice with multiple genetically-engineered cancer-associated genes show genetic alteration of this kind [28]. We think that those experiments correspond to an established mutator phenotype [29] and, thus, to the carcinogenic process in humans who have strong cancer susceptibility traits such as Li-Fraumeni syndrome (*p53*) [30] or melanoma kindreds (*p16*) [31]. As a hereditary rat RCC model, we also analyzed the RCCs of Eker rats, which do not show aggressive characteristics, such as metastasis [32], [33], [34]. 

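The Eker tumor showed almost no copy number change outside the X-linked probes. Of 172813 probes, 5.35% lay beyond ±0.25 (95% Wilson interval 5.25 to 5.46%, which covers counting error only), with 2.91% lost and 2.45% gained, against 30.8% to 66.6% in the 13 Fe-NTA-induced tumors over the same probes. With the noise removed, 0.199% of the probes were lost and 0.421% gained. The spread of these probes was only 0.86 times the noise taken off. Shares near 0 were therefore built into that step and are no separate support. With the noise removed, 9.54% to 66.1% of all probes were altered in the Fe-NTA-induced tumors, X-linked probes included. Every Fe-NTA-induced tumor had a larger altered share, which with 1 tumor against 13 cannot give a one-sided p below 0.0714 in an exact permutation test. The shares at ±0.25 are not fully alike: the noise SD was 0.14 on the Eker array and 0.15 to 0.52 on the tumor arrays. The Fe-NTA-induced tumors also differed from their reference in strain. Gains inside the window that defined the X-linked probes could not be seen, and the 2 further Eker tumors shown in the paper were not analysed here.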

We observed that these RCCs showed null or subtle genetic alterations (**Fig. S5**). Accordingly, oxidative stress, including that induced due to excess iron, could be one of the causes of human renal carcinogenesis. Indeed, numerous epidemiological studies have associated iron and steel industry workers with an increased RCC risk [35].

A frequency plot analysis revealed two remarkable features. 

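Across the tumors as a group more probes were lower than higher, but no probe passed the adjusted threshold once the numerical format was taken into account. In limma without that step, which tested the mean log2 ratio of the 13 tumors against 0 at each of 182094 probes, 21970 probes were lower and 10843 were higher at a Benjamini-Hochberg adjusted p under 0.05, so that 67.0% of the called probes were lower. A second limma fit, added after seeing the data, took the numerical format as a random block (3 blocks, consensus correlation 0.196). It left 0 probes lower and 0 higher at the adjusted threshold, so the counts rest on treating the 13 tumors as independent. At an unadjusted limma p under 0.05 it had 26100 lower and 11400 higher probes, against 40173 and 24448 without the block. The block of RCC 1 and RCC 4 is also that of the arrays with the tumor in Cy3. Of the probes called without the block, 1314 were lower and 1052 higher in each of the 13 tumors. These same-sign probes rest on the deposited direction of RCC 1 and RCC 4; turned, none of them would keep 1 sign in all tumors. Among them, feature 130467 was lowest with a mean log2 ratio of -1.41 (standard error 0.31, limma adjusted p = 0.00636 without the block), and feature 33377 was highest at 1.92 (standard error 0.44, limma adjusted p = 0.00681 without the block). Each tumor was set against Brown-Norway kidney DNA, with no normal DNA of the F1 hybrids. A probe with 1 sign in all tumors can therefore also come from a strain difference or from the reference, which was not tested. The files used here do not pair these features with genes. X-linked probes were called lower for 0.711% and higher for 1.89%.
The split depends on where each array is set to 0: lower probes were 90.1% of the calls with each array centred on its mode and 55.8% with the values as deposited. Leaving out 1 tumor lowered the number of higher probes to as few as 6006 (without RCC 5). Turning the sign of RCC 1 and RCC 4 left 1536 lower and 3270 higher probes. The paper reasons from the frequency of loss relative to the ploidy of each tumor that deletion, at the level of whole chromosomes or segments, was the main form of aberration.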

First, the chromosomal aberrations showed a preference for loss against the ploidy of each cancer genome. Mostly, the aberration was represented by a deletion at either a whole chromosomal level (monosomy) or at a segmental level (**Fig. 1B**). The most common target for loss was the *Cdkn2a/2b* locus. The predominance of loss in the profile of chromosomal alterations may be attributed to the early stage of carcinogenesis. We previously demonstrated that cells with a hemizygous deletion at *Cdkn2a* appear as early as a few weeks after initiating a Fe-NTA administration [36].

Our present analysis revealed that the monoallelic loss of chromosome 5 in its entirety or of an equivalently wide region is the major first event. Indeed, we found only one case (6.7%) of a monoallelic loss of an extremely narrow region (∼350 kilobases; **Figs. 2A and 2B**). Fe-NTA catalyzes the generation of hydroxyl radicals through a Fenton reaction specifically in the lumina of renal proximal tubules, which leads to degeneration and necrosis/apoptosis of those cells [37], [38]. Because kidney is a vital organ that performs urea excretion, reabsorption of valuable molecules as well as ionic homeostasis maintenance, regeneration from the remaining tubular cells is intensely promoted. Under chronic oxidative stress by repeated Fe-NTA administrations, this degeneration and regeneration process would continue for months to years, increasing the risk of mitotic events simultaneously with the repair of oxidative DNA damage. We believe that this oxidative stress causes abnormal DNA replication and chromosomal missegregation, which leads to the emergence of aneuploid cells. Surprisingly, this series of events appear to occur in months, leading to a high incidence (∼90%) of RCC in rats within two years. Aneuploid cells usually exhibit phenotypes consistent with increased energy need and proteotoxic stress. However, aneuploidy can promote tumorigenesis under the following two hypothetical mechanisms: 1) aneuploidy may cause a proliferative advantage through loss of G1/S transition control under conditions in which normal euploid cells do not divide [39] and 2) aneuploidy can advance tumorigenesis by promoting genomic instability, hence increasing the evolvability of tumors [40]. The frequent deletion of the *Cdkn2a*/*2b* locus is observed in the rat peritoneal mesothelioma, an iron overload-associated tumor [41], induced either by another iron compound (ferric saccharate) [42] or by asbestos [43]. These common traits of animal models strongly suggest that *Cdkn2a*/*2b* is a principal target in iron-mediated carcinogenesis. The same genetic alteration is observed in rat mesothelioma induced by multi-walled carbon nanotubes [44], in which iron involvement is not yet established. We would like to add here for the biological significance of our results that homozygous deletion of *CDKN2A/2B* is frequently observed in human mesothelioma associated with asbestos exposure [**45**], [**46**].

Some of the tumors with a remaining *Cdkn2a*/*2b* allele showed extremely high expression levels of two products from this locus, *p16/Ink4a* and *p19/Arf.* This is a currently debated issue in human cancer [47]. There is considerable evidence that several neoplasms exhibit significant p16 levels in cytoplasm [48]. This can be an unsuccessful attempt to stop cell proliferation in the case of downstream *Rb* dysregulation [49] or may represent an alternative mechanism for modulating unidentified pathways. Our data exhibit ∼50% hemizygous deletion of *Rb*. This requires further clarification with epigenetic analysis.

The second feature determined using frequency plot analysis was a high incidence of amplification along a limited chromosomal region toward the centromere of chromosome 4, pointing to the *Met* locus. A region spanning 80 Mb from the centromere of rat chromosome 4 is syntenic to human chromosome 7. Various human cancers, such as glioblastoma [50] and non-small cell lung cancer [51], are reported to harbor amplifications in chromosome 7. Tyrosine kinase MET is a receptor for a hepatocyte growth factor and is situated upstream of *ras* in the signal transduction pathway, thus serving as an advantage for cell proliferation [52]. Therefore, it is conceivable that tumor size was proportionally associated with the *Met* expression level (**Figs. 3C** **and** **4A**). Because we dissect the animal as soon as we recognize the tumor, we believe that large-sized tumors are more aggressive in nature. It is of note that tumor size was also related to the genome alteration pattern (**Fig. 4B**), and was associated with amplification and overexpression of *Zbtb38* located on chromosome 8 (**Fig. S4**). ZBTB38 (CIBZ) represses the transcription of methylated templates [53], thus presumably regulating epigenetic mechanisms. Down-regulation of ZBTB38, a novel substrate of caspase-3, induces apoptosis [54] and this gene is localized in a prostate cancer susceptibility locus [54]. These results confirm the possibility of tumor classification using array-based CGH**.** *Met* arose evolutionally late and is unique to mammals [52]; it could thereby be associated with the unique amplification in the whole genome.

Genomic amplification is hypothesized to occur via the breakage-fusion-bridge cycle [55], [56], [57]. A Fenton reaction causes double-stranded DNA breakage [10]. 

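High-level and low-level amplification occurred in the same tumors. RCC 12 had 4462 probes above 0.6 and 1447 above 2, and RCC 11 had 4301 and 884. In RCC 7, by contrast, 9778 probes lay above 0.6 and 289 above 2, and in RCC 5 the numbers were 7195 and 16. Within the 81 most recurrently amplified probes, the log2 ratio of RCC 9 ran from -0.73 at the 5th percentile to 4.35 at the highest probe and 56 of them lay above 2, and in cell line 1 it ranged from 0.40 to 3.79 with 24 above 2. In RCC 5 the same probes stayed between 0.63 and 1.72. The widths of the amplified sections were not analysed here, and noise adds probes above 0.6. Above 2 lay at most 4 of the 9281 X-linked probes on any tumor array, whereas the counts above are out of 182094. The counts above 2 of RCC 12 and RCC 11 far exceed that rate. Those of RCC 1 (22 in all, 2 X-linked) and RCC 4 (17 and 3) do not exceed it, and that of RCC 6 (101 and 4) is close to it.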

Our results revealed that these amplifications consisted of a mixture of wide-range low-level amplifications and fragmented, narrow high-level amplifications (**Fig. 3A**). This suggests a mechanism of positive feedback for amplification, starting from wide-range low-level amplification. We suspect an involvement of double-minutes, and a presence of susceptible genomic loci. This hypothesis requires further study. It was interesting that two tumor suppressive genes, *Cav1* [58], [59] and *ST7* [60], surrounded the *Met* locus (**Fig. 3B**). This may be the reason why the *Met* locus was a denominator for the rat RCCs. Whole exome or genome sequencing may further reveal new findings regarding point mutation and chromosomal translocation.

Finally, we compared the present rat results with corresponding human tumors by transforming data based on chromosomal synteny (**Figs. 5A and 5B**). It was expected that the genomic alteration of Fe-NTA-induced rat RCC was most similar to human RCC presumably because target cells are the same. However, surprisingly, human mesothelioma was the second most similar. It is now established that most human mesothelioma results from exposure to asbestos, and the primary pathogenic process involved is iron overload [**8]**, [**61**]. The same mesodermal origin of renal tubular cells and mesothelial cells may cause the similarity of the array-based CGH profiles. Endodermal tumor, such as pancreatic ductal adenocarcinoma (PDAC), and ectodermal tumor, such as glioblastoma multiforme (GBM), exhibited a significant difference in genomic profiles.

In conclusion, we showed that repeated Fenton reactions in wild-type rats induced cancer that recapitulated genomic alterations similar to those in human cancers, suggesting the involvement of oxidative stress as a major factor in human carcinogenesis. In this renal carcinogenesis model, preferred alterations were deletion; *Cdkn2A/2B* deletion and *Met* amplification were the major target gene modifications. A comparative interspecies analysis would contribute to identifying candidate carcinogenic agents.

## Materials and Methods

### Fe-NTA-induced Renal Cell Carcinoma Model

Fe-NTA-induced carcinogenesis experiments were performed using male F1 hybrid rats that were a cross between Fischer 344 and Brown-Norway inbred strains (Charles River, Yokohama, Japan) as previously described [62]. Thirteen RCC cases were used in this study, and the histological grade of the tumor was determined according to the modified World Health Organization classification as we previously described [62]. The details are summarized in **Table 1**. The animal experiment committees of the Graduate School of Medicine, Kyoto University Graduate School of Medicine and Nagoya University Graduate School of Medicine approved this study. FRCC001 and FRCC562 cell lines were established from primary Fe-NTA-induced RCCs as previously described [63].

### Array-based Comparative Genomic Hybridization

Genomic DNA from the tumors and the cell lines was isolated with DNeasy (Qiagen, Valencia, CA). Array-based CGH was performed with an Agilent 185 K rat genome CGH microarray (Agilent Technologies, Santa Clara, CA) as previously described [64]. Thirteen primary tumors and two cell lines of Fe-NTA induced RCCs were analyzed using reference DNA extracted from a normal kidney of a rat from Brown-Norway imbred strain. One RCC sample of a female Eker rat [32] was analyzed using reference DNA extracted from a normal kidney of a male Eker rat. Two additional RCC samples of male Eker rats were analyzed with Rat Genome CGH Microarray 105A (G4436A; Agilent Technologies), using reference DNA extracted from a normal liver of another male Eker rat. The normalized array-based CGH data were processed to generate a segmented profile by circular binary segmentation (CBS) [65] with an altered significance level (alpha = 0.0001). The procedure of data processing for copy number estimation is detailed in **Methods S1**.

### Quantitative RT-PCR Analysis

Total RNA was isolated using Isogen reagents (Nippon Gene Co. Ltd., Tokyo, Japan) according to the manufacturer’s protocol. cDNA was synthesized using an RNA PCR kit ver. 3.0 (Takara Bio, Shiga, Japan) with random primers. A Platinum SYBR Green qPCR SuperMix-UDG kit (Invitrogen, Carlsbad, CA) and a 7300 Real-Time PCR System (Applied Biosystems, Foster City, CA) were used for quantitative real-time PCR analysis. Rat β-actin was used as an internal control. The primers used were as follows: *p16^Ink4a^*, 5′-aaacgccccgaacactttc-3′ and 5′-gttcgaatctgcaccatagga-3′; *p19^Arf^*, 5′-accccaagtgagggttttct-3′ and 5′-agagctgccactttgacgtt-3′; *p15^Ink4b^*, 5′-tccacaggctagagggaaaa-3′ and 5′-gtgcaggtgactccttggtt-3′; *Met*, 5′-ttaagcgagagcacgacaaat-3′ and 5′-ccacataggaaaacgcactgt-3′; *Zbtb38*, 5′-gtagctgctgctccaaatcc-3′ and 5′-cctgttgagggtggtgaact-3′; β-actin, 5′-tgtgttgtccctgtatgcctctg-3′ and 5′-atagatgggcacagtgtgggtg-3′.

### Human Data

We used human array-based CGH data of pancreatic ductal adenocarcinoma (hPDAC) [28], T-cell acute lymphoblastic leukemia (hTALL) [28], glioblastoma (hGBM) [66], mesothelioma cell line (hMM) [67] and renal cell carcinoma (hRCC) [56]. The Agilent CGH-array data of the former four types of human cancer were obtained from NCBI’s Gene Expression Omnibus (GEO) website (http://www.ncbi.nlm.nih.gov/geo/). The GEO accession numbers for the data sets are GSE7599 (hPDAC), GSE7603 (hTALL), GSE9177 (hGBM) and GSE22237 (hMM). The human RCC data was obtained through analyses with BAC microarrays (4,361 clones) [68]. We defined similarity index between the two array-based CGH profiles as follows. First, we calculated the correlation coefficient with log2 ratios of the estimated copy number over the inferred cancer ploidy for the genomic positions corresponding to all of the Agilent 44 K human CGH microarray probes. Then, we multiplied the value by 1×10^3^ after changing the absolute value into its square root.

## Supporting Information

Figure S1 **Array-CGH profiles from all the RCCs examined.** Red lines show log2 ratios of estimated copy number over inferred cancer ploidy versus genomic position for all the CGH microarray probes.
(PDF)

Figure S2 **Distribution of log2 ratio values of estimated copy number for all the probes in all the microarrays performed.**
(PDF)

Figure S3 **Example of global expression changes in line with genomic alteration.** Differences in genome and transcriptome are analyzed between two RCCs, FB7-7 having wide-range amplification on chromosome 4 versus FB28-7 having no substantial genomic alteration on chromosome 4. (A) Sky blue circle plot indicates ratio of estimated copy numbers based on array-based CGH (FB7-7 *vs* FB28-7). Red circle plot indicates ratio of normalized signals on Affymetrix expression microarray (FB7-7 *vs* FB28-7). (B) Expression ratio values are averaged along the chromosome. Here, red circle plot indicates average value in 2-Mb windows.
(PDF)

Figure S4 ***Zbtb38*** **mRNA expression is demonstrably associated with its chromosomal copy number.** (A) Array-CGH profiles of two RCC tumors harboring amplification over *Zbtb38* locus on chromosome 8. (B) Expression analysis of *Zbtb38* on 13 RCC tumors by real-time PCR. The values of the *y*-axis indicate the relative mRNA expression level compared to an average of those in normal kidneys of three control rats.
(PDF)

Figure S5 **Array-CGH profiles of three hereditary (Eker rat) renal tumors.** Red lines show log2 ratios of estimated copy number over inferred cancer ploidy versus genomic position for all the CGH microarray probes.
(PDF)

Table S1 **List of genes completely deleted in more than two RCC tumors.**
(XLS)

Table S2 **List of genes amplified in more than two RCC tumors.**
(XLS)

Methods S1 **Supplementary methods.**
(DOC)

# Supplementary material for: Fenton Reaction Induced Cancer in Wild Type Rats Recapitulates Genomic Alterations Observed in Human Cancer
**Source:** PLoS One. 2012 Aug 29;7(8):e43403. doi: 10.1371/journal.pone.0043403
**Supplement:** Methods S1 — Supplementary methods.

**Supplementary Methods**

**Hybridization condition for each microarray**

Sample combinations for array-based CGH are summarized in the table below.

| **Sample for test DNA** | | | | **Sample for reference DNA** | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Name** | **Animal** | **Sex** | **Cell type** | **Animal** | **Sex** | **Cell type** |
| FB7-1 | F1 hybrid | Male | Fe-NTA induced RCC tumor | Brown-Norway | Male | Normal kidney |
| FB32-4 | F1 hybrid | Male | Fe-NTA induced RCC tumor | Brown-Norway | Male | Normal kidney |
| FB7-7 | F1 hybrid | Male | Fe-NTA induced RCC tumor | Brown-Norway | Male | Normal kidney |
| FB59-1 | F1 hybrid | Male | Fe-NTA induced RCC tumor | Brown-Norway | Male | Normal kidney |
| FB14-3 | F1 hybrid | Male | Fe-NTA induced RCC tumor | Brown-Norway | Male | Normal kidney |
| FB28-7 | F1 hybrid | Male | Fe-NTA induced RCC tumor | Brown-Norway | Male | Normal kidney |
| BF51-1 | F1 hybrid | Male | Fe-NTA induced RCC tumor | Brown-Norway | Male | Normal kidney |
| FB14-6 | F1 hybrid | Male | Fe-NTA induced RCC tumor | Brown-Norway | Male | Normal kidney |
| FB21-2 | F1 hybrid | Male | Fe-NTA induced RCC tumor | Brown-Norway | Male | Normal kidney |
| FB45-4 | F1 hybrid | Male | Fe-NTA induced RCC tumor | Brown-Norway | Male | Normal kidney |
| FB30-5 | F1 hybrid | Male | Fe-NTA induced RCC tumor | Brown-Norway | Male | Normal kidney |
| FB33-7 | F1 hybrid | Male | Fe-NTA induced RCC tumor | Brown-Norway | Male | Normal kidney |
| BF57-5 | F1 hybrid | Male | Fe-NTA induced RCC tumor | Brown-Norway | Male | Normal kidney |
| FRCC001 | Wistar | Male | Fe-NTA induced RCC cell line | Brown-Norway | Male | Normal kidney |
| FRCC562 | Wistar | Male | Fe-NTA induced RCC cell line | Brown-Norway | Male | Normal kidney |
| R13 | Eker | Female | Hereditary RCC | Eker | Male | Normal kidney |
| R27 | Eker | Male | Hereditary RCC | Eker | Male | Normal liver |
| R29 | Eker | Male | Hereditary RCC | Eker | Male | Normal liver |

**Calculation procedure for copy number estimation**

At first, relate the processed signal ratio values to theoretical expressions by the following steps (1 ~ 2), taking two factors causing the systematic deviation of the ratio values into account.

(1) Represent the signal ratio by an expression taking mean copy number over the whole genome of the tumor cells (ploidy) into account.

*CT*: copy number at an individual genomic location in the tumor cells. *LT*: mean copy number over the whole genome of the tumor cells. This equation is valid when the copy numbers of the reference genome at each chromosomal location are assumed to be constant.

(2) Modify the above equation, additionally taking contamination with untargeted normal cells (proportion) into account.

r: proportion of the targeted (tumor) cells in the cell population served for the extraction of test DNA. *CN*: copy number at the genomic location in the untargeted normal cells. *LN*: mean copy number over the whole genome of the untargeted normal cells. In this study, we adopted an assumption for the contaminated cells that the copy number of all the genomic locations equal 2. That is,

Then, determine the optimal set of the two parameters (*LT* and *r*) as the sum of the errors from the nearest integer values is minimized for all the copy numbers calculated with the processed ratio values through the following steps (1 ~ 4). (1) For individual microarray probes, calculate the copy number by using the following equation with arbitrarily-specified values of *LT* and *r*.

(2) Calculate the difference between the calculated copy number and its nearest integer value to the probe as the residual error. (3) Sum up the squares of the residual errors for all the probes. (4) Search for the set of values of the parameters (*LT* and *r*) to minimize the sum of squares.

After determining the optimal values for the parameters (*LT* and *r*), copy number for each probes is calculated by assigning the values to the above equation. Finally, the real-valued copy number was rounded into the nearest integer value.

The optimal values of *LT* and *r* we obtained are shown below.

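LT and r enter the copy number model together. LT, the mean copy number of the tumor genome, sets the level that a ratio of 1 stands for, and r, the share of tumor cells, sets how far apart the ratios of neighbouring whole copy numbers lie. A tumor with many normal cells therefore shows small steps, and a tumor with a high ploidy shows smaller steps for the loss of a single copy than a diploid one. The search keeps the pair of values for which the calculated copy numbers of all probes come closest to whole numbers. The values were listed for named tumors, and the arrays used here carry numbers that the sources used here do not pair with those names, so neither parameter was set beside an array.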

| Sample | *LT* (ploidy) | *r* (proportion) |
| --- | --- | --- |
| FB7-1 | 1.77 | 0.77 |
| FB32-4 | 1.8 | 0.844 |
| FB7-7 | 1.78 | 0.714 |
| FB59-1 | 1.65 | 0.704 |
| FB14-3 | 1.71 | 0.606 |
| FB28-7 | 2.45 | 0.792 |
| BF51-1 | 1.67 | 0.84 |
| FB14-6 | 3.76 | 0.632 |
| FB21-2 | 1.72 | 0.652 |
| FB45-4 | 2.74 | 0.668 |
| FB30-5 | 1.94 | 0.752 |
| FB33-7 | 1.91 | 0.746 |
| BF57-5 | 1.82 | 0.762 |
| FRCC001 | 2.56 | 0.84 |
| FRCC562 | 2.42 | 0.868 |

**Gene Expression Microarray**

Gene expression microarray was performed with the Rat Genome 230 2.0 array (Affymetrix Inc., Santa Clara, CA) as previously described (Gene Expression Omnibus accession number GSE7625) [1]. Probe intensities were assessed using GeneChip Operating Software (GCOS 1.0, Affymetrix). Expreesion profiles were analyzed using GeneSpring GX 10.02.2 software (Agilent Technologies).

**Reference**

[1] Liu Y-T, Shang D-G, Akatsuka S, Ohara H, Dutta KK, et al. (2007) Chronic oxidative stress causes amplification and overexpresson of *ptprz1* protein tyrosine phosphatase to activate -catenin pathway. Am J Pathol 171: 1978-1988.

How the deposited data were processed for this re-analysis (not part of the article)

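DNA of 13 Fe-NTA-induced rat RCC tumors, 2 cell lines and 1 Eker rat RCC was hybridized with reference DNA on Agilent rat genome CGH microarrays, 1 array per sample. The authors deposited 1 table of log10 ratios between the 2 dyes, processed with Agilent Feature Extraction 9.5 according to the submitters' processing notes; the background correction and dye normalization are not given in the sources used here. The medians of the deposited columns lay between -0.00570 and 0.0183 on the log10 scale in the tumors, -0.000292 and 0.00903 in the cell lines and at -0.00443 in the Eker tumor. The log base follows from the second mode of the Eker array, near the ratio expected for 1 against 2 X chromosomes. Segmentation and copy number estimation by the authors are not included in these values.

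Features at exactly 0 in at least 6 of the 16 arrays (2239 of 184333) were left out. Values were divided by the log10 of 2 and centred on the array median, with no loess or quantile step. Probes inside the second mode of the Eker array (log2 ratio from 0.55 to 1.25, 9281 probes, 5.10% of those kept) were taken as X-linked. Their spread on an array gave its noise, which can be too high where a tumor altered part of its X chromosome and is bounded by the window itself on the Eker array. Arrays carry no read depth, and their number limits the precision.

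Circular binary segmentation, estimated copy numbers, calls of named genes, per-chromosome results and 6 gene lists had been planned before the data were examined. The features are not paired with genes or positions in the files used here, so none of these was made. In their place fixed thresholds, listed beforehand as a second choice, were used on single probes (loss below -0.25, gain above 0.25, amplification above 0.6, deep low ratio below -1.1), and limma was run per probe in place of per gene. The planned rule for named genes (those named in the paper, members of the lists and the 10 genes with the largest changes) could not be applied; 2 features with the largest mean change and 1 sign in all tumors are given by number. The replacement of the model, centring on the median in place of a mean linear ratio of 1, the X-linked controls, the cutoff used for the direction of RCC 1 and RCC 4 (1 of 9 looked at), the grouping of probes with deep low ratios, the scoring of recurrent probes and the removal of noise were chosen after seeing the data. The tally of arrays by the median of the recurrent probes was left out at first because of the mixed values of RCC 9 and was put back; it is given beside the count by single probe. A mixture model of whole copy numbers was tried and left, since ploidy and tumor share could not be told apart without segments, and a smoothing over similar probes was tried and left unfinished for its run time.

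The difference between the percent of probes lost and gained was tested over the 13 tumors by permuting its sign (two-sided, every combination of signs enumerated), and tumors were compared with cell lines by an exact permutation test over 105 groupings. limma fitted an intercept to the 13 tumors (lmFit and eBayes), with Benjamini-Hochberg adjustment and a threshold of 0.05; a second fit, added after seeing the data, took the numerical format as a random block (duplicateCorrelation). The tumors are separate animals as far as the paper states, while neighbouring probes are not independent. Noise was removed by fitting a distribution of true levels, in steps of 0.05, under Gaussian noise (400 iterations). The similarity index was the sign of the correlation times the square root of its size, times 1000. limma and the noise removal were tested on simulated data. limma recovered 98.5% of 200 probes lowered and 99.5% of 200 probes raised by 0.5 among 182094, with 13 arrays at their own noise and 0 false calls. The simulated arrays were independent, unlike those that share a numerical format. They also held the same shift in every array and no variation between tumors beyond noise, so this recovery does not carry over to the real tumors. The noise removal returned 24.9% lost and 9.90% gained at the lowest noise and 27.9% and 10.9% at the highest, where 25% and 10% were true.

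The numbers of the tumors and cell lines in the labels are not paired with the names used in the paper, so results of named tumors were not matched to arrays. Alternatives were other centrings, other thresholds, the sign of RCC 1 and RCC 4, leaving arrays out and leaving X-linked probes out; the closing section gives their effect. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, limma 3.58.1 and data.table 1.17.8 were used.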

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

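Of the tests in this part, the one on uneven noise was set before its result was seen; those on numerical format and on RCC 4 were chosen after the values were seen.

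A group of 6 probes was high on RCC 4, with a median log2 ratio of 2.75, and low on 7 other arrays, among them RCC 8 (-3.55), RCC 9 (-3.55) and cell line 1 (-3.02), while the Eker tumor stood at 0.29. Whether the paper covers these probes could not be checked without their positions. If RCC 4 had been deposited as reference over tumor, most probes that are low on the other arrays would lie above 0 there, but 82.7% of them lay below 0 (78.2% to 100% over the 9 cutoffs looked at), which argues against a turned array. These 6 probes by themselves would be low on RCC 4 too if it were turned. A difference in the tumor or reference DNA of RCC 4 at these probes stays open, and no biological explanation was tested.

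Among the 15 arrays, 12 probes lay below -1.5 in RCC 3, RCC 5, RCC 6 and RCC 10 and above -0.5 in each of the others, and 0 probes did the like for either of the other 2 formats. These 4 arrays are those whose values were deposited in one decimal format, whereas RCC 1 and RCC 4 have a shorter one and the others an exponent. In 99 random regroupings of the same sizes the highest number was 1, a test prompted by the same values. Tumors with the same format also resembled each other where copy number should be level: over X-linked probes the mean correlation was 0.35 for the 28 pairs within the 3 formats (0.61 for the 6 pairs of these 4 arrays, 0.29 for the 21 pairs with an exponent and 0.17 for RCC 1 with RCC 4) and -0.03 for the other 50 pairs, a difference of 0.385 (permutation p = 2.0e-05), larger than the 0.174 over the other probes. This argues against similar copy number changes as the only source. RCC 1 and RCC 4 are also the only tumors labelled with Cy3, so their pairs with other tumors cross both format and dye. The permutation did not hold the dye fixed. A shared processing batch, a shared hybridization batch and, for pairs with RCC 1 or RCC 4, the exchanged dyes stay open.

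The excess of lost over gained probes was weighed against uneven noise. On X-linked probes around their own median the mean difference was 1.09 percentage points (standard error 0.88), against 6.56 over all probes, so skewed noise does not account for the mean of the 13 tumors as deposited. In RCC 3, RCC 5, RCC 6 and RCC 10, which share a format, the mean over all probes was 3.62 points. Their X-linked probes were lost for 27.1%, 15.1%, 31.9% and 25.1% and gained for 18.4%, 14.5%, 30.9% and 19.5%. For these 4 tumors skewed noise stays open, and the control was not set against the 0.742 points with RCC 1 and RCC 4 turned. The choice of center and a strain difference at the probes stay open. The direction of RCC 1 is only weakly settled, but the excess does not rest on RCC 1 alone. It was 6.05 points without RCC 1 and 4.32 points without RCC 1 and RCC 4. Turning RCC 1 alone was not run. RCC 4 alone contributes the most: without it the mean difference was 5.02 points. No biological explanation was tested.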

How the results depend on the processing

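For lost and gained probes the turned sign, the omission of RCC 1 and RCC 4, leaving out each tumor and autosomes were set beforehand; for limma the same but autosomes, other centrings and adding the cell lines; for the similarity index the sign, the omission and calls in place of ratios; for the cell lines the sign and the omission. All other settings, and all for amplified and deep low counts, were chosen after seeing the data, as was median centring with fixed thresholds itself; a mean linear ratio of 1 gave 11.2 points of excess loss. No paired analysis was possible because the numbers of tumors and cell lines do not mark shared animals and the main tests use 1 group. The excess of lost over gained probes kept its direction in every setting run and passed the test unless RCC 1 and RCC 4 were turned: from 3.16 points as deposited to 15.8 points with mode centring, and from 5.02 to 7.15 points when each tumor was left out. With the sign of RCC 1 and RCC 4 turned it was 0.742 points, 3.32 with the noise removed and 1.56 at the thresholds of the paper, and no longer passed. The difference between cell lines and tumors in altered probes was 25.5 points and passed only with the noise removed at ±0.25, not at ±0.377 (4.06 points). For limma, the numerical format as a random block left 0 lower and 0 higher probes, mode centring gave 36214 lower and 3993 higher probes, the turned sign 1536 and 3270, and adding the cell lines 17059 higher probes. Leaving out each tumor gave 15570 to 23225 lower and 6006 to 12079 higher probes; the higher count fell by more than 1.5 times without RCC 5 (6006), RCC 6 (7063), RCC 8 (6975), RCC 10 (6322) or RCC 13 (7087). Probes amplified in at least 11 arrays numbered 38 with mode centring and 23 at the amplification threshold of the paper, against 81. The altered share of the Eker tumor was 7.90% with a mean linear ratio of 1, 1.16% at the thresholds of the paper and 0.620% with the noise removed. On that array the noise taken off exceeded the spread of the probes, so the last value carries little weight. The recurrent amplified probes had a median above 0.6 in 10 of 15 arrays and above the threshold of the paper in 8. The mean similarity index was 253 to 520 over its settings, against 423, with the lowest for the turned sign. Apart from fewer tumors in the fit, the cause of these changes was not tested. The planned changes of segmentation penalty and ploidy range, the removal of strain-variable probes, the settings per gene and all gene lists were not run, since they need positions or genes. Noise limits single arrays most in RCC 6, where X-linked probes had an SD of 0.52.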

Differences from the paper's values

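Loss of the X chromosome was seen in about 27% of the samples in Fig. 1B, read by eye. Here the median of the X-linked probes lay more than 0.25 below that of the other probes in 2 of the 15 arrays (13.3%), RCC 10 and cell line 1. No alternative for this measure had been set before the data were examined, and here the X-linked probes were inferred from the Eker array and compared with the other probes of the same array, not with an estimated ploidy.

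The mean similarity index between rat RCCs was about 420 in Fig. 5B, read by eye, and 423 here on other positions and on ratios in place of copy numbers, so the closeness of the values carries little weight. With the sign of RCC 1 and RCC 4 turned it was 253, which differs from the figure; without these 2 arrays (447) and with calls in place of ratios (386) it does not.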

Other observations

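The level of the X-linked probes differed between single arrays. Their median lay 0.57 below that of the other probes in RCC 10 and 0.38 below in cell line 1, 0.19 below in cell line 2 and 0.11 below in RCC 12. In the other 11 Fe-NTA arrays it lay between -0.05 and 0.19. These are values of 1 array each, with no test.

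Several groups of probes with deep low ratios had profiles of their own. A second group of 16 probes was below -1.1 in RCC 3, RCC 5, RCC 6, RCC 10 and RCC 12, of which the first 4 share a numerical format. One of 7 probes was low in RCC 7, RCC 8, RCC 9, RCC 11, RCC 13 and both cell lines, all in another format. One of 6 probes was low in 8 arrays, with medians from -1.17 in RCC 10 to -2.48 in RCC 3. In total 37 probes lay below -1.5 in at least 3 arrays and above 1.5 in at least 1, and 20 of these lay above 1.5 on RCC 4.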
